# High-Resolution Translatome Analysis Reveals Cortical Cell Programs During Early Soybean Nodulation

**DOI:** 10.3389/fpls.2022.820348

**Published:** 2022-04-14

**Authors:** Jae Hyo Song, Bruna Montes-Luz, Michelle Zibetti Tadra-Sfeir, Yaya Cui, Lingtao Su, Dong Xu, Gary Stacey

**Keywords:** TRAP-seq, cortical cell, soybean, nodulation, phytohormone

## Abstract

Nodule organogenesis in legumes is regulated temporally and spatially through gene networks. Genome-wide transcriptome, proteomic, and metabolomic analyses have been used previously to define the functional role of various plant genes in the nodulation process. However, while significant progress has been made, most of these studies have suffered from tissue dilution since only a few cells/root regions respond to rhizobial infection, with much of the root non-responsive. To partially overcome this issue, we adopted translating ribosome affinity purification (TRAP) to specifically monitor the response of the root cortex to rhizobial inoculation using a cortex-specific promoter. While previous studies have largely focused on the plant response within the root epidermis (e.g., root hairs) or within developing nodules, much less is known about the early responses within the root cortex, such as in relation to the development of the nodule primordium or growth of the infection thread. We focused on identifying genes specifically regulated during early nodule organogenesis using roots inoculated with *Bradyrhizobium japonicum*. A number of novel nodulation gene candidates were discovered, as well as soybean orthologs of nodulation genes previously reported in other legumes. The differential cortex expression of several genes was confirmed using a promoter-GUS analysis, and RNAi was used to investigate gene function. Notably, a number of differentially regulated genes involved in phytohormone signaling, including auxin, cytokinin, and gibberellic acid (GA), were also discovered, providing deep insight into phytohormone signaling during early nodule development.

## Introduction

Legumes have a unique impact on the nitrogen cycle and play an important role in agriculture and natural ecosystems. They normally do so by establishing a symbiotic relationship with soil rhizobia, nitrogen-fixing soil bacteria. These bacteria infect legume roots giving rise to a novel organ, the nodule, which they colonize, providing fixed nitrogen for plant growth (Ferguson et al., 2010). This allows legumes to grow without the addition of nitrogen fertilizers, contributing to a better energy balance and more sustainable crop production.

The establishment of an intimate symbiosis between rhizobia and host plants requires the exchange of diffusible chemical signals. Flavonoids are released by the host plants in root exudates to attract rhizobia and induce gene expression (Shultz et al., 2006; Sugiyama et al., 2008). Induction of the rhizobial nodulation genes results in the synthesis of the lipochitooligosaccharide Nod factors (NFs), which are recognized by the plant and are responsible for inducing key events in the infection process (Stacey et al., 2006; Oldroyd, 2013; Liang et al., 2014). When NFs are recognized by NF receptors, legumes initiate a series of biochemical cascades, including regular calcium oscillations in and around the nuclei of root epidermal cells (Oldroyd and Downie, 2008), which activate downstream gene expression of nodulation-specific genes, such as *NODULATION-SIGNALING PATHWAY 1* (*NSP1*), *NSP2*, *Nodule Inception* (*NIN*), and *ENOD40* (Fang and Hirsch, 1998; Schauser et al., 1999; Heckmann et al., 2006; Oldroyd and Downie, 2008; Vernié et al., 2008). The plant hormone cytokinin is the primary hormone needed for nodule organogenesis (Miri et al., 2016; Gamas et al., 2017). Additional plant hormones act to either promote nodulation (e.g., auxin, brassinosteroids, and gibberilins) or inhibit nodulation [e.g., jasmonic acid (JA) or ethylene] (Mathews et al., 1989; Ferguson and Mathesius, 2003; Ferguson et al., 2005; Sun et al., 2006; Kinkema and Gresshoff, 2008).

In the past few decades, forward genetic screens have identified a number of plant genes that are required for efficient nodule formation and nitrogen fixation (Roy et al., 2020). In addition to these studies, a number of genome-wide transcriptomic, proteomic, and metabolomic studies have also been used to profile legume nodulation, with many focused on early events in the infection process (Libault et al., 2010; Brechenmacher et al., 2012; Nguyen et al., 2012). A limitation in most of these studies is that only a small region of the legume root is responsive to rhizobial infection with most of the root non-responsive. Hence, studies sampling whole roots suffer from tissue dilution where transcripts/proteins/metabolites from non-responding tissues can obscure changes occurring in response to rhizobial inoculation. In the past studies, we pointed to these problems and sought to reduce their impact by specifically sampling soybean root hair cells, which are the primary site of rhizobial infection (Libault et al., 2010). However, even in this case, only a few root hair cells respond to inoculation with most showing no response.

Plant genomes can encode tens of thousands of genes, but many are expressed in only a few organs, tissues, or cell types. It is a real challenge to measure gene expression in a particular cell type (Rogers et al., 2012). Recently, fluorescence-activated cell sorting (FACS) of protoplasts or laser capture microdissection (LCM) have been used to gain insight into genome-wide expression at the cell-layer level (Birnbaum et al., 2005; Celedon et al., 2017). In addition, TRAP-seq [translating ribosome affinity purification (TRAP) followed by RNA sequencing] allows for the investigation of genome-wide expression changes at the cell-layer level using promoters that show cell-specific expression (Mustroph et al., 2009; Sorenson and Bailey-Serres, 2015). This method uses cell type-specific expression of FLAG-tagged ribosomes that allows subsequent isolation of ribosome-mRNA complexes by co-immunoprecipitation and subsequent RNA sequencing to obtain expression profiles. These data are referred to as cell layer-specific translatomes. Our laboratory and collaborators successfully adapted this technology to soybean using a FLAG-tagged soybean RPL18 subunit (*Glyma20g38130*) (Castro-Guerrero et al., 2016). In addition, using LCM followed by transcriptomic analysis, we identified a highly cortex-specific promoter (*Glyma.18g53890*, Figure 1B). To identify genes involved in early nodule organogenesis and infection thread progression, we combined the aforementioned cortex-specific TRAP followed by RNAseq to identify cortex-specific genes differentially expressed upon *B. japonicum* inoculation. This enabled us to investigate the early nodulation process at a very high resolution. Additionally, we were able to assess gene expression more precisely by identifying numerous well-characterized genes involved in nodule development within cortical cells. By specifically targeting a stage of the nodulation process where we have relatively little understanding (e.g., cortex-specific responses), the data obtained expand our knowledge and provide a toolset of genes that can be used to further our understanding of the rhizobial infection process.

**FIGURE 1:**
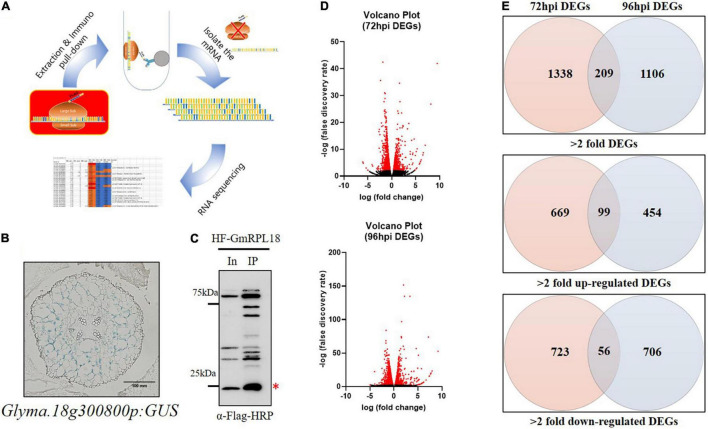
Analysis of genome-wide expressional changes in response to *Bj* infection in the cortex layer using TRAP-seq. **(A)** Principles of the TRAP method. Transgenic hairy roots expressing HF-GmRPL18 protein were used for further protein extraction and immunoprecipitation, followed by mRNA isolation and sequencing. **(B)** Cortex-specific expression of *Glyma.18g300800* in uninoculated soybean transgenic hairy root expressing a promoter-GUS construct. **(C)** Western blot analysis with total and immunoprecipitated proteins. Immuno-pulldown was performed using Anti-FLAG conjugated bead and then protein was detected by anti-FLAG-HRP (Red asterisk indicates the HF-GmRPL18 protein, In: Input protein, IP: Immunoprecipitated protein) **(D)** volcano plots represent DEGs with significant expressional changes (red) separated by expressional change (log2FC) vs. false discovery rate (-log10). **(E)** Venn diagrams of up-regulated or down-regulated DEGs (Cutoff: ≥ 2 = fold change for each up-regulated and down-regulated DEGs; *p* ≤ 0.05).

## Results

### Translating Ribosome Affinity Purification Is Effective in Isolating Cortex-Specific mRNA

The TRAP-seq process is dependent on the expression of a cell layer-specific His-FLAG-tagged ribosomal protein L18 (HF-GmRPL18), which allows for the immunoprecipitation of ribosomes with their corresponding mRNA to produce tissue-specific translatomes (Figure 1A; Zanetti et al., 2005; Castro-Guerrero et al., 2016).

To study rhizobial-induced transcriptional changes in the cortex during early nodule development, we identified a soybean promoter (*Glyma.18g300800*, Figure 1B) expressed exclusively in the cortex cells using LCM (Kerk et al., 2003; Casson et al., 2008) followed by transcriptional analysis. The cortex-specific promoter was used to drive the expression of GmRPL18 in soybean hairy roots. To capture events occurring in the cortex during the early stages of infection and initial cortical cell divisions, we inoculated plants and performed a time-course collection of root samples at 72 and 96-h post inoculation (hpi) followed by TRAP-seq. Immunoblot analysis indicated that an adequate amount of protein was present for immunoprecipitation (Figure 1C). Taken together, time-course cortex-specific TRAP-seq was established for studying early nodule development in soybean.

### Translating Ribosome Affinity Purification-Sequencing Allowed for the Identification of Differentially Expressed Genes in the Cortical Cell Layer

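The sequenced material was mRNA bound to tagged ribosomes, immunoprecipitated from hairy roots that expressed HisFLAG-tagged GmRPL18 under the cortex promoter. The 12 libraries cover mock-treated and B. japonicum-inoculated roots at 72 and 96 hpi, with 3 replicates per condition. The paper gives the inoculum as an OD600 of 0.1, and the sample labels give 1.0. The authors aligned the reads with STAR and deposited, for each library, the number of reads assigned to each of 58994 genes, without normalization. At 72 hpi, between 13404282 and 14397496 reads per mock library were assigned to genes (median 14003811), and between 10444874 and 11019452 per inoculated library (median 10458156). At 96 hpi, these ranges were 20529190 to 24095506 in mock libraries (median 23277977) and 20154306 to 21480500 in inoculated libraries (median 20859370). The 96 hpi libraries are therefore the deeper ones, and low-expressed genes were measured with less counting error there.

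Counts were taken from the strand that a TruSeq stranded library reports, which held 90.7 to 93.9% of the gene counts of both strands in every library. Only reads mapped to a single position were counted, and 5.35 to 6.10% of reads mapped to several positions. Reads shared by near-identical copies of a duplicated soybean gene are therefore missing from each copy, and the levels of close homologs are uncertain to that extent. Each time point was tested on its own with edgeR's quasi-likelihood test after TMM normalization, on the 35960 genes at 72 hpi and the 37606 genes at 96 hpi that passed edgeR's low-count filter. FDR denotes the two-sided p of that test with Benjamini-Hochberg adjustment, and SE the standard error of a log2 fold change. Levels are given as TMM-normalized CPM, as mean ± SD with n = 3 libraries. Named genes under the filter were tested without it.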

To profile the transcriptional changes associated with cortex-specific soybean genes upon *B. japonicum* inoculation, we performed RNA-seq on the mRNA isolated with TRAP using the Illumina NextSeq 500. Three biological replicates of root samples were harvested at each time point, either with or without *B. japonicum* inoculation. 

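Counting uniquely mapped, multimapping and unmapped reads together, the libraries held between 15989265 and 38417088 reads. Of these, 11.2 to 24.01% per library did not map. The totals in Table 1 equal the unmapped reads plus the unstranded gene counts in all 12 libraries, and so leave out multimapping reads and reads outside genes. At 72 hpi, the unmapped share was 11.3% ± 0.153 (SD, n = 3) in mock libraries and 13.7% ± 0.513 (SD, n = 3) in inoculated libraries. At 96 hpi, it was 18.1% ± 0.372 (SD, n = 3) and 21.98% ± 2.07 (SD, n = 3), respectively. Averaged over the time points, inoculated libraries exceeded mock libraries by 3.11 percentage points (exact two-sided permutation test within time points, p = 0.005, the smallest that its 400 relabellings allow). With multimapping reads counted as unmapped, this difference was 3.03 points. Inoculated libraries also held fewer reads on average than mock libraries at both time points, while the deeper libraries of 96 hpi had higher unmapped shares than those of 72 hpi.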

At least 11 million total reads and a minimum of 14.5 percent to a maximum of 30.8 percent unmapped reads were generated using 75-bp paired-end reads (Table 1). Using this stringent filtering method, each of the reads aligned to the annotated soybean genome (available at Phytozome).^1^ We determined differentially expressed genes (DEGs) in 72 and 96 hpi samples using edgeR (Robinson et al., 2009), as shown in the volcano plots (Figure 1D). 

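With a fold change of at least 2 and an unadjusted p of at most 0.05, as in Figure 1E, 625 genes were called at 72 hpi, of which 267 rose and 358 fell. At 96 hpi, 499 genes were called, of which 219 rose and 280 fell. An FDR under 0.05 with no minimum fold change called 3912 genes at 72 hpi (1674 up, 2238 down) and 5281 genes at 96 hpi (2431 up, 2850 down). Both criteria together left 506 genes at 72 hpi and 466 at 96 hpi. Of the choices changed one at a time, the low-count filter moved the 2-fold lists most, and without it 1223 and 1074 genes passed. Of the genes in the paper's own list, 609 passed the filter at 72 hpi, all of them with the paper's direction, and 554 were among the called genes. For 96 hpi, these numbers were 487, 485 and 465. The listed genes under the filter had a median of 2.17 counts per library among those the paper reports as raised at either time point.

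The deposited files do not pair gene identifiers with names. By p, Glyma.20G158500 and Glyma.08G344200 led the genes that rose at least 2-fold at 72 hpi, with log2 fold changes of 1.62 (SE 0.12, edgeR FDR = 7.06e-05) and 1.38 (SE 0.10, edgeR FDR = 7.22e-05). Glyma.02G143300 and Glyma.13G282100 led those that fell, at -1.48 (SE 0.09) and -2.32 (SE 0.14), each with an edgeR FDR of 5.94e-05. At 96 hpi, Glyma.13G109800 rose by 2.00 (SE 0.06, edgeR FDR = 3.13e-17) and Glyma.15G234700 by 1.17 (SE 0.05, edgeR FDR = 1.22e-13) on the log2 scale. Glyma.11G048300 changed by -1.05 (SE 0.05, edgeR FDR = 1.25e-13) and Glyma.11G129600 by -1.37 (SE 0.07, edgeR FDR = 8.89e-13). These genes were selected among those without overlap between mock and inoculated libraries.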

As a result, 1,547 and 1,315 significant DEGs (>2-fold) were generated in the 72 and 96 hpi samples, respectively.

**TABLE 1:** Illumina RNA-seq output and mapping of 75-bp reads.

Sample	# of total reads	# of unmapped reads	% of unmapped reads	# of mapped reads	% of mapped reads	# of multimapping reads
72 h mock-1	15,679,114	2,345,455	15.0	13,333,659	85.0	1,209,489
72 h mock-2	16,103,859	2,342,754	14.5	13,761,105	85.5	1,241,998
72 h mock-3	15,049,546	2,209,316	14.7	12,840,230	85.3	1,154,613
72 h *Bj*-1	12,185,783	2,217,864	18.2	9,967,919	81.8	928,766
72 h *Bj*-2	12,662,726	2,392,181	18.9	10,270,545	81.1	999,423
72 h *Bj*-3	11,731,925	2,108,800	18.0	9,623,125	82.0	980,344
96 h mock-1	24,739,047	5,849,271	23.6	18,889,776	76.4	1,825,215
96 h mock-2	29,150,782	6,938,726	23.8	22,212,056	76.2	2,167,649
96 h mock-3	28,312,046	6,888,229	24.3	21,423,817	75.7	2,094,948
96 h *Bj*-1	27,869,985	8,576,902	30.8	19,293,083	69.2	1,910,146
96 h *Bj*-2	25,073,752	6,493,595	25.9	18,580,157	74.1	1,800,428
96 h *Bj*-3	27,553,167	7,838,225	28.4	19,714,942	71.6	1,932,660

Temporal and spatial gene regulation is critical during soybean nodulation signaling. 

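Expressed as a share of the genes tested, the genes past the 2-fold threshold were 1.74% at 72 hpi and 1.33% at 96 hpi. The genes with an FDR under 0.05 from edgeR's quasi-likelihood test were 10.9% of those tested at 72 hpi and 14.0% at 96 hpi. Which of the time points had the larger share thus depended on the threshold, and by FDR also on the fit, since with all 12 libraries in a single fit the shares were 17.4 and 8.70%.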

Interestingly, roughly 20 and 10% of genes were differentially expressed in the 72 and 96 hpi samples in both up- and down-regulated DEGs, respectively (Figure 1E and Supplementary Table 1). This result is consistent with the view that early nodulation events are controlled by dynamic temporal gene regulation. 

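Whether a gene's response to inoculation differed between the time points was tested directly, as the inoculated-minus-mock difference at 96 hpi minus that at 72 hpi in a single fit of all 12 libraries. Of 38013 genes, 3784 (9.95%) had an FDR under 0.05 for this difference. In 2011 of them the response was more positive at 96 hpi, and in 1773 it was more negative. The number moved most when the third inoculated replicate of 72 hpi was left out, which gave 6769 genes. Across the 35795 genes tested at both time points, the log2 fold changes at 72 and 96 hpi had a Pearson correlation of 0.188, where genes are not independent replicates. Of the 3887 such genes with an FDR under 0.05 at 72 hpi, 2477 (63.7%) had the same direction at 96 hpi. The paper relates the share of genes that changed at each time point to the view that early nodulation is under dynamic temporal gene regulation.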

Around 100 DEGs were upregulated in both time points following *B. japonicum* inoculation, suggesting a set of cortex-specific nodulation regulated genes.

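Among the genes tested at both time points, 30 rose past the 2-fold threshold at both, against 1.01 expected if the lists overlapped at random. Another 19 fell at both, against 1.90 expected. A further 13 genes passed the threshold in opposite directions, of which 5 rose at 72 hpi and fell at 96 hpi and 8 did the reverse. Without the low-count filter, the number that rose at both was 91. With an FDR under 0.05 and no minimum fold change, 251 genes rose at both time points (109.6 expected) and 479 fell at both (172 expected). At this threshold, 134 genes rose at 72 hpi and fell at 96 hpi (130.1 expected), and 125 did the reverse (145.1 expected).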

To emphasize the specificity of our TRAP-seq data, we examined the expression of cell type specific genes in our TRAP-seq data. For this experiment, we selected several soybean genes (*GmSHR4*, *GmSHR5*, *GmHK1-1*, *GmCYCD6;1-2*, *GmCYCD6;1-4*, and *GmCYCD6;1-5*) expressed in vascular tissue without *B. japonicum* treatment and previously confirmed by RNA *in situ* hybridization (Wang et al., 2022). The expression of these genes was evaluated using the cortex-specific marker used in our TRAP-seq experiment as a positive control and the leaf specific gene *GmGER1* as a negative control (Xun et al., 2021). In this study, we discovered that the expression levels *of GmHK1-1* and *GmCYCD6;1-2* were similar to *GmGER1* and other vascular tissue-specific genes (*GmSHR4*, *GmSHR5*, and *GmCYCD6;1-4*) showed low levels of expression when compared to the positive control in the TRAP-seq data (Figure 2B).

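The positive control of this comparison, the cortex marker Glyma.18G300800, had 10.3 CPM ± 0.360 (SD, n = 3) in mock roots at 72 hpi, or 149 counts per library. This placed it at percentile 61.1 of the 46328 genes detected in those libraries, whose median was 6.17 CPM. Counted without regard to strand, the level was 11.6 CPM. In inoculated roots at 72 hpi, the marker had 6.52 CPM ± 1.09 (SD, n = 3), at percentile 50.5. At 96 hpi, it lay under the median of 5.88 CPM. It had 3.42 CPM ± 0.468 (SD, n = 3) in mock roots (percentile 40.9) and 3.86 CPM ± 0.109 (SD, n = 3) in inoculated roots (percentile 42.7). The vascular genes and GmGER1 were not analysed here, since the text gives them no gene identifiers.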

**FIGURE 2:**
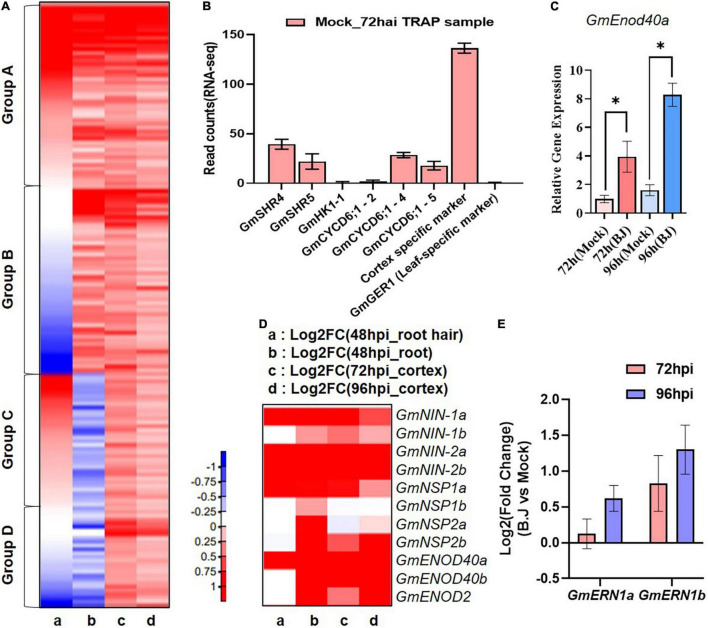
Comparison of gene expression during early nodule development. **(A)** Heatmap of RNA-seq transcriptome analysis for 640 selected genes in (a) 48 hpi_root hair (Libault et al., 2010) (b) 48 hpi_root (Hayashi et al., 2012) (c) 72 hpi_TRAP-seq (d) 96 hpi_TRAP-seq. Heatmap were generated base on Log2 fold change of gene expression in response to *B. japonicum* inoculation ranging from decreased (blue) to increased (red) as show in the color gradient at the bottom right corner. **(B)** Expression of the vascular-specific genes in TRAP-seq data. **(C)** q-RT PCR of *GmEnod40b* in the corresponding whole transgenic hairy root samples with or without *B. japonicum* (Black asterisk indicate the *t*-test significance at *p* < 0.001). **(D)** Heatmap of well-characterized nodule-associated genes in RNA-seq data sets. Heatmap were generated in the same way as **(A)**. **(E)** The expression of well-characterized nodule development-associated genes in the TRAP-seq data sets.

To characterize our TRAP-seq data, we examined cortex-expressed genes induced by *B. japonicum* inoculation. For this analysis, we compared 640 genes whose expression significantly (*p* < 0.05) increased in the 72 and 96 hai TRAP-seq data to previously reported root hair and root specific RNA-seq data (Libault et al., 2010; Hayashi et al., 2012). This analysis allowed classification of the genes into four groups relative to their expression patterns (Figure 2A and Supplementary Table 2). 

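Of the 640 genes in Supplementary Table 2, 631 were found in the deposited files and 576 passed the low-count filter at both time points. All 576 had a positive log2 fold change at both. An unadjusted p under 0.05 at both time points was reached by 529 of them, or 82.7% of the 640 genes, and an FDR under 0.05 at both by 206. Across all genes tested, 882 rose with an unadjusted p under 0.05 at both time points. This number was 517 with DESeq2 and 1319 without the first inoculated replicate of 72 hpi. The 640 genes were selected on these libraries, so their overlap with the 882 shows how far the gene lists share members and not how stable the calls are.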

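In Group A, 152 of 196 genes (77.6%) rose with an unadjusted p under 0.05 at both time points in the cortex libraries, with median log2 fold changes of 0.51 at 72 hpi and 0.40 at 96 hpi over the 163 genes tested. In Group B, 165 of 196 genes (84.2%) did, with medians of 0.48 and 0.30 over 178 genes. In Group C, it was 136 of 152 genes (89.5%), with medians of 0.43 and 0.26 over 148 genes. In these percentages, genes not tested at both time points count as not risen, so their order partly reflects the low-count filter. Among the genes tested, 152 of 163 rose in Group A, 165 of 178 in Group B and 136 of 148 in Group C. Most of these genes changed by less than 2-fold, and 65, 72 and 49 genes of Groups A, B and C reached an FDR under 0.05 at both time points. The root hair and whole-root data that define the groups come from earlier studies and were not analysed here.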

A total of 196 genes (Group A) were induced by rhizobia inoculation in all three RNA-seq data sets, whereas 196 genes (group B) were induced in the cortex and root-specific RNA-seq data, but not in root hairs, while 152 genes (group C) were induced in the cortex and root hair RNA-seq dataset but not in the root-specific data. Finally, 96 genes (Group D) were induced only in the cortex TRAP-seq data. According to this result, Group D represent novel candidate genes induced by rhizobia in the cortex that were not identified in previous soybean RNA-seq analyses. In addition, among the identified induced genes from the previous RNA-seq data, we could specify genes (Group B) that are likely to be induced in the cortex.

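In the cortex libraries, 87 of the 96 genes of Group D passed the low-count filter at both time points. Of these 87 genes, 76 rose with an unadjusted p under 0.05 at both, or 79.2% of all 96. An FDR under 0.05 at both time points was reached by 20 of them. Their median log2 fold change was 0.46 at 72 hpi (interquartile range 0.35 to 0.59) and 0.35 at 96 hpi (0.23 to 0.44).

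**Figure D1:**
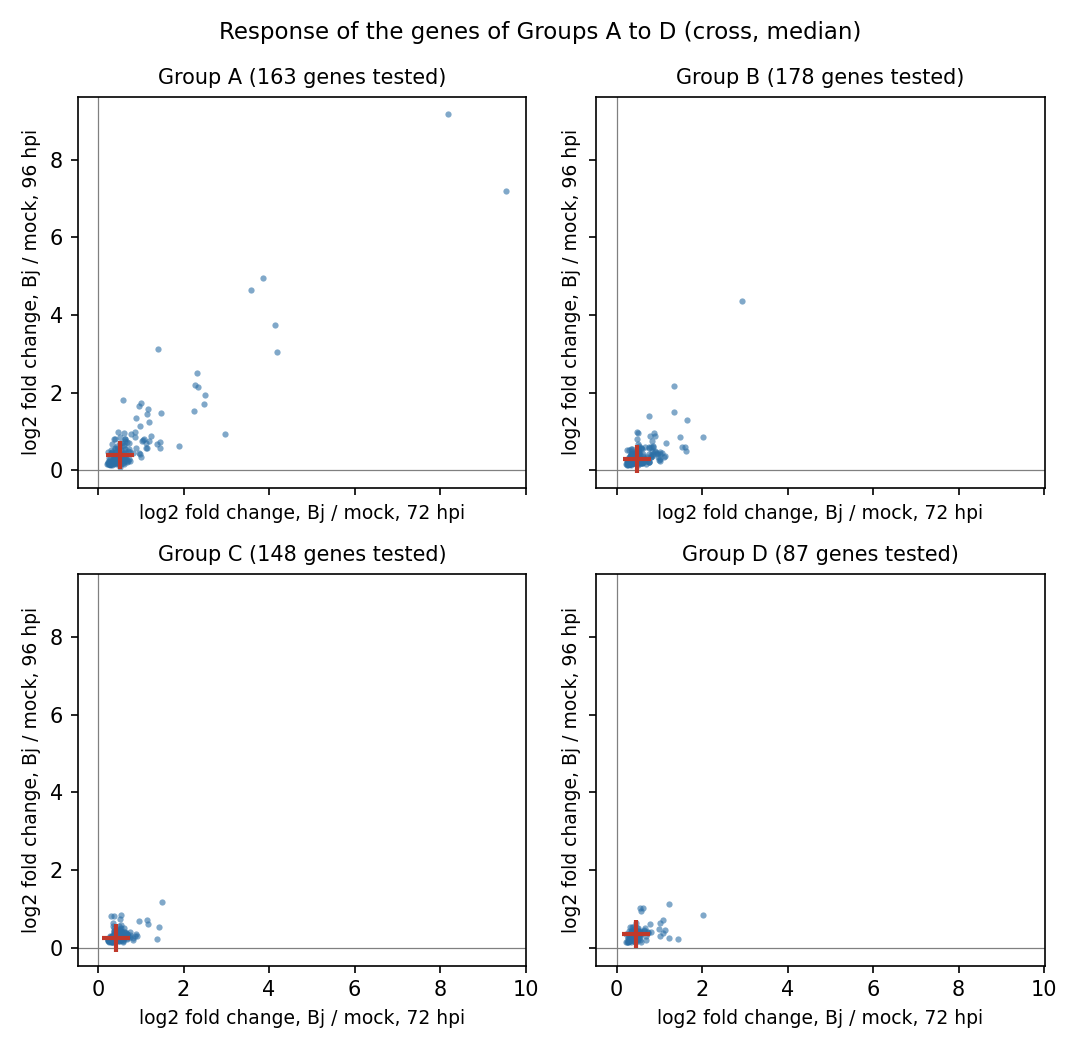
Log2 fold change on inoculation at 72 hpi (x axis) against 96 hpi (y axis) for the genes of Groups A to D that passed the low-count filter at both time points, with 1 point per gene and a red cross at each group's median. All plotted genes lie above 0 at both time points, and the median of Group D (0.46, 0.35) lies between those of Group A (0.51, 0.40) and Group C (0.43, 0.26).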

### Translating Ribosome Affinity Purification-Sequencing Allows for the Identification of Tissue-Specific Expression of Known Early Nodulation Genes

Prior to our TRAP experiment, we analyzed the expression of *GmEnod40b* as a marker gene for the cortex-specific nodulation responses and showed that this gene was strongly induced both at 72 and 96 h after inoculation (Figure 2C). To further confirm that our TRAP-seq data accurately profiled early soybean nodulation responses, we also examined the data for a variety of known nodulation genes. Among these were *GmENOD40a*, *GmENOD40b* (Kouchi and Hata, 1993), *NIN* (Wang et al., 2019), *NSP1* (Smit et al., 2005), and *NSP2* (Kaló et al., 2005).

In a previous study, four soybean orthologs (*GmNIN1a*, *GmNIN1b*, *GmNIN2a*, and *GmNIN2b*) of *NIN* were identified and shown to be up-regulated in a study that compared the plant response to inoculation with wild-type *B. japonicum* relative to inoculation with a Nod factor defective *B. japonicum* nodC mutant (Hayashi et al., 2012). 

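Of the 17 genes besides the cortex marker that the paper names with an identifier, 9 had an FDR under 0.05 at 72 hpi and 12 at 96 hpi in edgeR's quasi-likelihood test. Adjusted over these 17 genes alone, the numbers were 11 and 13, which shows no stability, since the paper reports its own calls for them from the same libraries. GmNIN1a (Glyma.04G000600) was measured at 5.33 CPM ± 0.307 (SD, n = 3) in mock and 14.0 CPM ± 2.88 (SD, n = 3) in inoculated roots at 72 hpi, a log2 fold change of 1.39 (SE 0.16, edgeR FDR = 0.000785). At 96 hpi, its log2 fold change was 0.68 (SE 0.16, edgeR FDR = 0.00278). The responses at the time points were not shown to differ (difference -0.69, SE 0.24, edgeR FDR = 0.0711). The difference passed the test in 1 of its 21 alternatives, the fit without the third inoculated replicate of 72 hpi (edgeR FDR = 0.00465). Over all alternatives, its FDR ranged from 0.00465 to 0.314. GmNIN2a (Glyma.02G311000) rose by 2.31 on the log2 scale at 72 hpi (SE 0.30, edgeR FDR = 0.00145) and by 2.50 at 96 hpi (SE 0.25, edgeR FDR = 4.52e-08).

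GmNIN1b (Glyma.06G000400) was near the limit of detection, with 3, 1 and 3 counts in the mock libraries and 5, 7 and 2 counts in the inoculated libraries at 72 hpi. The mock libraries were at or under the floor of 3 counts, as was 1 inoculated library, so no fold change is read from them. The difference did not pass the test (edgeR FDR = 0.263). At 96 hpi, with 7, 4 and 5 counts against 5, 10 and 7 counts, the log2 fold change of GmNIN1b was 0.56 (SE 0.53, edgeR FDR = 0.627). GmNIN2b was not analysed here. For GmNIN1a at 72 hpi, leaving out each library in turn gave log2 fold changes from 1.27 to 1.54.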

In our TRAP-seq, these *NIN* orthologous genes were up-regulated in response to inoculation of *B. japonicum*. In the case of *GmNIN1b*, however, there was no significant difference in root hair RNA-seq data compare to the other three orthologs. Furthermore, *GmENOD40b* showed a similar expression pattern to that of *GmNIN1b*, both induced by *B. japonicum* inoculation, as previously shown in Hayashi et al. (2012) (Figure 2D and Supplementary Table 3). A similar situation was seen in *GmENOD40* ortholog genes. 

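GmENOD40a (Glyma.01G028500) rose from 3.47 CPM ± 0.399 (SD, n = 3) in mock roots to 9.65 CPM ± 1.98 (SD, n = 3) in inoculated roots at 72 hpi, a log2 fold change of 1.48 (SE 0.18, edgeR FDR = 0.000974). At 96 hpi, the log2 fold change was 1.47 (SE 0.10, edgeR FDR = 2.89e-11). GmENOD40b (Glyma.02G036800) had 2, 3 and 3 counts in the mock libraries and 8, 17 and 11 counts in the inoculated libraries at 72 hpi, at least 5.20-fold higher against the floor of 3 counts (edgeR FDR = 0.00381 over all detected genes). In the deeper 96 hpi libraries, it rose from 0.987 CPM ± 0.266 (SD, n = 3) to 4.95 CPM ± 0.401 (SD, n = 3), a log2 fold change of 2.32 (SE 0.19, edgeR FDR = 1.65e-09). With 1 library left out in turn, the FDR of GmENOD40b at 72 hpi reached 0.0528.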

*GmENOD40a* was induced in the 3 RNA-seq data sets, while *GmENOD40b* was not induced in root hair RNA-seq data but was in the total root and cortex data sets. These results suggest that *GmNINb* and *GmEnod40b* likely play a role in nodulation events within the cortex, while their orthologs likely function in earlier nodulation events (Figure 2D and Supplementary Table 3).

In the case of *NSP* orthologs, *GmNSP1* and *GmNSP2* genes were up-regulated in response to *B. japonicum* in the previous total root RNA-seq data (Hayashi et al., 2012) but not all *NSP* genes were up-regulated in the root hair RNA-seq and our TRAP-seq data sets. 

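GmNSP1a (Glyma.16G008200) had a log2 fold change of 0.98 (SE 0.20, edgeR FDR = 0.0135) at 72 hpi and of 0.42 (SE 0.19, edgeR FDR = 0.153) at 96 hpi. GmNSP2b (Glyma.06G110800), with 6 to 29 counts per library, showed the reverse order, with 0.68 (SE 0.31, edgeR FDR = 0.223) at 72 hpi and 1.29 (SE 0.35, edgeR FDR = 0.0118) at 96 hpi. When 1 library was left out in turn, the edgeR FDR reached 0.0765 for GmNSP1a at 72 hpi and 0.0858 for GmNSP2b at 96 hpi. For neither gene was the response shown to differ between the time points, the FDR of the difference being 0.234 for GmNSP1a and 0.509 for GmNSP2b in edgeR's quasi-likelihood test. GmNSP1b (Glyma.07G039400) was the higher expressed homolog at 8.69 CPM ± 0.564 (SD, n = 3) in mock roots at 72 hpi. Its log2 fold changes were -0.06 at 72 hpi and -0.01 at 96 hpi, with edgeR FDR values of 0.828 and 0.968. Those of GmNSP2a (Glyma.04G251900) were -0.11 and 0.16 (edgeR FDR = 0.87 and 0.752), and with 9 to 36 counts per library and an SE of 0.35 at 72 hpi, a modest change was not detectable at this depth. The signs of GmNSP1b and GmNSP2a reversed at both time points when single libraries were left out.

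**Figure D2:**
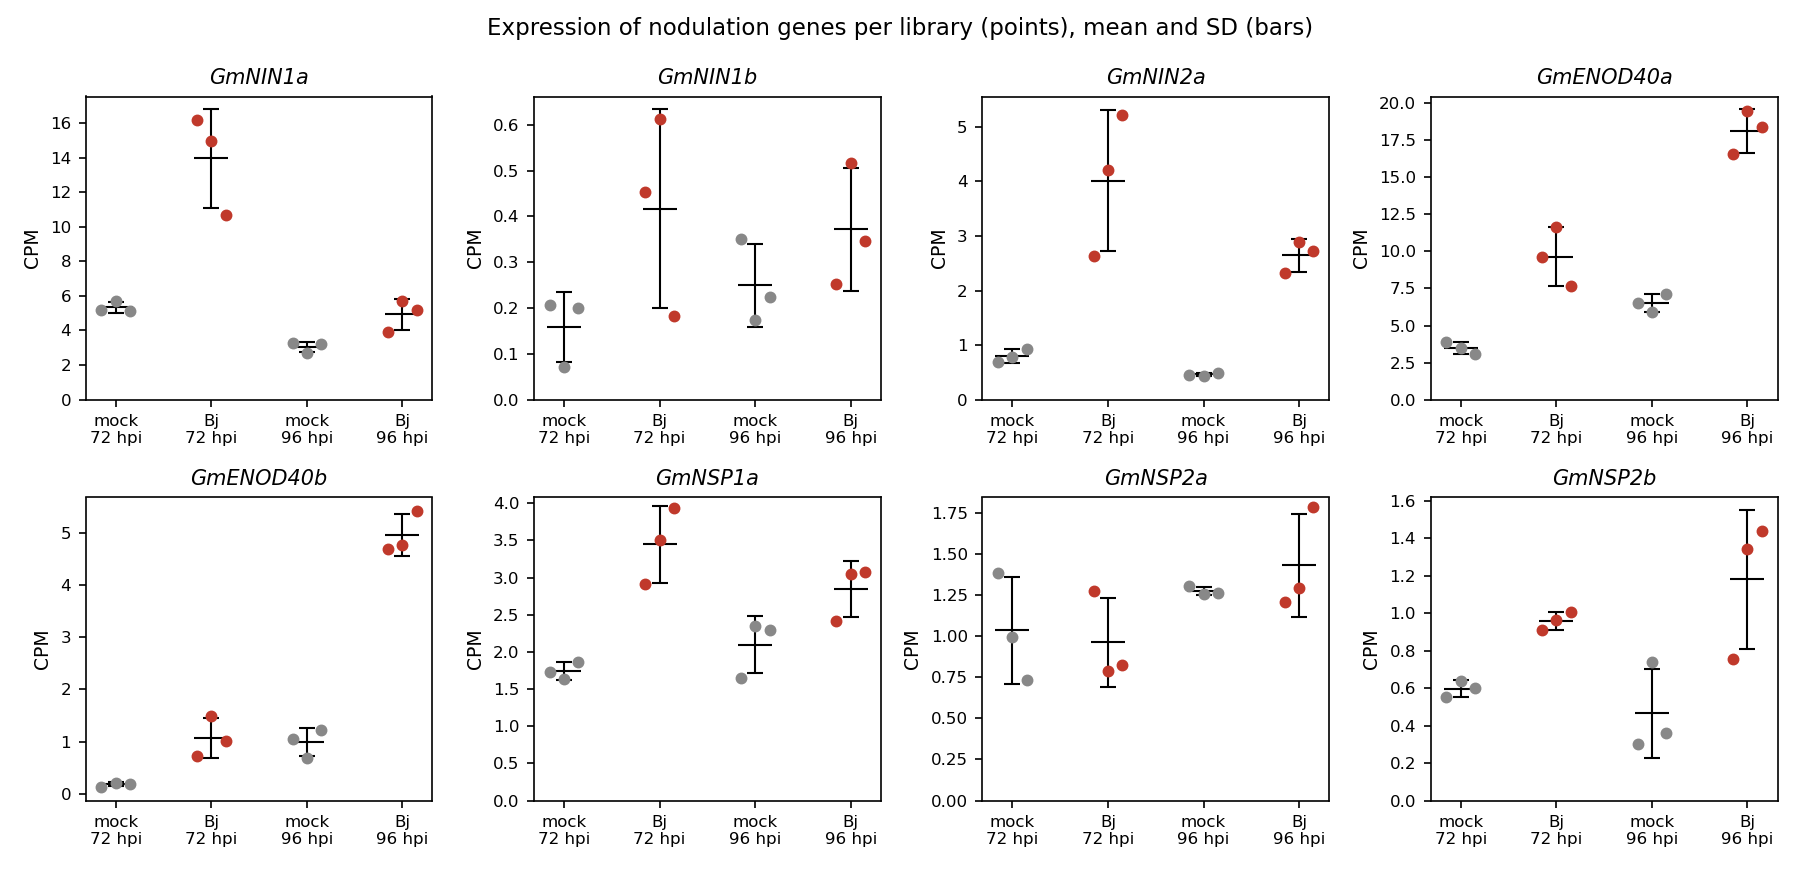
CPM of 8 nodulation genes in mock and B. japonicum-inoculated roots at 72 and 96 hpi, with 1 point per library and the mean and SD of 3 libraries. GmENOD40a and GmNIN2a are higher in all inoculated libraries than in all mock libraries of their time point, whereas the points of GmNSP2a overlap.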

*GmNSP1a* and *GmNSP2b* were up-regulated in inoculated samples while no difference in expression was detected for *GmNSP1b* and *GmNSP2a* in our TRAP-seq data and only *GmNSP1a* was induced in the root hair RNA-seq data set (Figure 2D and Supplementary Table 3). *NSP*s have been shown to regulate legume nodulation and to be induced by *B. japonicum* inoculation (Kaló et al., 2005; Hossain et al., 2019), but the spatiotemporal pattern of *NSP*s orthologs in the RNA-seq data sets was different (Figure 2D and Supplementary Table 3). Taken together, our findings suggest that *GmNSP1a* and *GmNSP2b* are likely important regulators of early nodule formation within the cortex layer, whereas *GmNSP1b* and *GmNSP2a* are not. As demonstrated in this example, we were able to accurately profile the soybean homologs in a number of previously studied legume nodule-related genes.

### Functional Analysis Uncovers Many Differentially Expressed Genes in the Root Cortex

To show the functional diversity of cortex-expressed genes induced by *B. japonicum* inoculation, we examined the functional classification of the 72 and 96 hpi-DEGs using the web-based MapMan annotation tool (Schwacke et al., 2019).^2^ The number of total genes belonging in each category was similar for the 72 and 96 hpi-DEGs (Supplementary Figure 1A). 

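For 20 of the 28 categories at 72 hpi and 20 of the 25 at 96 hpi, the genes listed in Supplementary Table 4 are as many as the number it gives for the category. These complete categories hold 135 genes at 72 hpi, of which 62 passed the low-count filter, 15 rose and 36 fell with an FDR under 0.05 in edgeR's quasi-likelihood test. At 96 hpi, they hold 159 genes, of which 65 passed the filter, 30 rose and 30 fell. Secondary metabolism had 8 of 9 tested genes lower and 1 higher at 72 hpi, and 2 tested genes, both higher, at 96 hpi. For photosynthesis, 9 of 13 tested genes were lower and 1 was higher at 72 hpi, against 1 tested gene at 96 hpi, which was higher. The larger categories are listed in part and were not summed. Because these genes were selected as changed in the same libraries, their FDR values show no independent evidence of change.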

The largest category was Enzyme. RNA biosynthesis, solute transport, and phytohormones were sequentially annotated into the next larger categories (Supplementary Figure 1A and Supplementary Table 4).

We classified these genes further into sub-categories for each function. Numerous transcriptional regulators were classified into subgroups associated with RNA biosynthesis. 

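Of the 71 genes that Supplementary Table 4 lists for 7 transcription factor families at 72 hpi, 39 passed the low-count filter, 7 rose and 26 fell with an FDR under 0.05 in edgeR's quasi-likelihood test. At 96 hpi, 41 of 76 listed genes passed the filter, 14 rose and 26 fell. Among bHLH genes, 12 of 19 were tested at 72 hpi, where 1 rose and 10 fell, and 8 of 15 at 96 hpi, where 3 rose and 4 fell. Among ERF genes, 13 of 17 were tested at 72 hpi, where 1 rose and 9 fell, and 17 of 25 at 96 hpi, where 3 rose and 14 fell. All 4 GRAS genes tested at 96 hpi rose, and the 1 tested at 72 hpi fell. The direction of each tested gene of these families was counted again with DESeq2, with RLE factors and after thinning, and the numbers in each direction were the same, except that thinning left 1 ERF gene fewer at 96 hpi. This shows no stability, since the genes were selected as changed in the same libraries. With at least 10 counts required in every library, the bHLH genes with an FDR under 0.05 at 72 hpi dropped from 11 to 7. Over the alternatives, the GRAS genes with an FDR under 0.05 at 96 hpi numbered 1 to 4.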

The majority were found in the bHLH transcription factor subgroup, followed by the *MADS/AGL*, *C2H2-ZF*, *APETALA2/ETHYLENE RESPONSIVE FACTOR* (*AP2/ERF*), and *MYB*-related transcription factor subgroups (Supplementary Figure 1B and Supplementary Table 4). Within this subgroup of transcriptional regulators, *AP2/ERF* transcription factors have been implicated in the regulation of a variety of abiotic stresses and are hormone responsive (Dietz et al., 2010; Mizoi et al., 2012; Chandler, 2018). MADS-box transcription factors widely regulate most aspects of plant growth including the development of floral organs (Ma and Depamphilis, 2000). This subgroup analysis of transcription factors could serve as a starting point for discovering transcription factors that regulate early nodule development in the cortex layer. For instance, *ERN* is a transcription regulator that belongs to the *AP2/ERF* family and is known to be required for nodule formation, along with *NSP1* and *NSP2*. Both *ERN* homologs, *GmERN1a* and *GmERN1b*, were up-regulated in our data sets, but *GmERN1b* increased more markedly (Figure 2E). This result suggests that *GmERN1b* might be more important for nodule development than *GmERN1a* in the cortex layer.

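GmERN1a (Glyma.19G113100) had a log2 fold change of 0.20 (SE 0.25, edgeR FDR = 0.655) at 72 hpi and 0.64 (SE 0.13, edgeR FDR = 0.000722) at 96 hpi. The response was not shown to differ between the time points (edgeR FDR = 0.391), and leaving out 1 inoculated library at 72 hpi reversed its sign there. GmERN1b (Glyma.16G040000) had log2 fold changes of 0.88 (SE 0.25, edgeR FDR = 0.0453) and 1.34 (SE 0.22, edgeR FDR = 7.34e-05). Its edgeR FDR at 72 hpi reached 0.178 with 1 library left out in turn. Over all alternatives, the FDR of GmERN1a at 96 hpi reached 0.0515. Whether GmERN1b rose more than GmERN1a was tested within libraries, on log2(CPM + 1) of GmERN1b minus that of GmERN1a. This difference was higher by 0.50 in inoculated roots at 72 hpi (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 libraries allow) and by 0.33 at 96 hpi (p = 0.3 in the same exact test). With a pseudocount of 5 in place of 1, the differences were 0.20 and 0.04, and with 0.1 they were 0.71 and 0.59. Over all alternatives, the p of the exact permutation tests ranged from 0.1 to 0.25 at 72 hpi and from 0.1 to 0.7 at 96 hpi. With so few libraries, these tests cannot decide whether GmERN1b rose more.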

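The phytohormone sheet of Supplementary Table 4 lists 28 distinct genes, 16 at 72 hpi and 14 at 96 hpi. Of these, 5 passed the low-count filter at each time point. Among the auxin genes, 2 of 5 were tested at 72 hpi and both fell, and 1 of 5 was tested at 96 hpi and rose, with an FDR under 0.05 in edgeR's quasi-likelihood test. None of the 4 cytokinin genes listed at 72 hpi was tested, and 1 of the 4 listed at 96 hpi was tested and rose. The mean count per library of the auxin and cytokinin genes left out by the filter was between 0.167 and 9.50. Tested without the filter, 3 auxin genes and 1 cytokinin gene at 72 hpi and 2 auxin and 2 cytokinin genes at 96 hpi had an FDR under 0.05. At both time points, 2 of the 28 genes had an FDR under 0.05, a gibberellin gene and Glyma.12G087200, listed under jasmonic acid. Glyma.12G087200 had log2 fold changes of -0.64 (SE 0.07, edgeR FDR = 0.000771) at 72 hpi and -1.04 (SE 0.14, edgeR FDR = 0.00485) at 96 hpi. Its edgeR FDR at 96 hpi reached 0.0528 with 1 library left out in turn.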

Auxin and cytokinin seemed to be significant signaling molecules based on our analyses. Additionally, three auxin transporter genes were identified in the sub-group of solute transporters (Supplementary Figure 1C and Supplementary Table 4). These results support the hypothesis that auxin and cytokinin are the primary phytohormones involved in cortical nodule formation during the early stages of nodule formation. Taken together, this subgroup categorization contributes to our understanding of how phytohormones and their downstream genes regulate early nodule processes at the cortex cell layer.

### Candidate Genes Reveal Distinct Expression Profiles

To validate the expression of up-regulated genes in the TRAP-seq data set, we used promoter-GUS to analyze several candidates. Transgenic hairy root samples were collected 72 and 96 hours after inoculation with *B. japonicum*. We found that GUS expression of some candidates was induced following bacterial inoculation and identified at least two distinct expression patterns in the cortex (Figure 3). After inoculation, one GUS expression pattern (*Glyma.04G244200*, *Glyma.15G012100*, and *Glyma.17G103500*) was detected in both the cortical cells and the nodule primordia, whereas another GUS expression pattern (*Glyma.12G197300*) was detected only in the surrounding cortical cells of the nodule primordia (Figure 3). *Glyma.12G197300* encodes a GRAS family transcription factor and previous studies identified two GRAS domain proteins, *NSP1* and *NSP2*, required for nodule morphogenesis (Kaló et al., 2005; Smit et al., 2005; Hossain et al., 2019). Thus, it is tempting to hypothesize that this gene plays a role in nodule primordium organogenesis.

**FIGURE 3:**
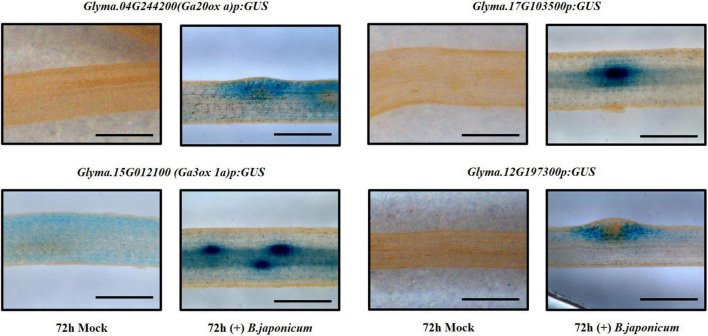
Promoter-GUS expression analysis of candidate genes, *Glyma.04G244200*, *Glyma.15G012100*, *Glyma.17G103500*, and *Glyma.12G197300* in soybean roots 72 h after inoculation with *B. japonicum* (scale bar = 500 μm).

### *GmGA3ox 1a* Regulates Nodule Development in Cortical Cells

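GmGA20ox a (Glyma.04G244200) had 0, 1 and 0 counts in the mock libraries and 16, 13 and 9 counts in the inoculated libraries at 72 hpi. This was at least 5.51-fold higher against a floor of 3 counts (edgeR FDR = 0.00191). At 96 hpi, it had no counts in mock libraries and 8, 24 and 28 counts in inoculated libraries, at least 7.30-fold higher (edgeR FDR = 3.38e-12 over all detected genes). GmGA20ox b (Glyma.06G119100) had no counts in any mock library. At 72 hpi, its 2, 0 and 3 counts in inoculated libraries were at or under the floor, so no fold change is given (edgeR FDR = 0.163 over all detected genes). At 96 hpi, 1 of its 3, 4 and 2 counts was above the floor, and the difference passed the test (edgeR FDR = 0.0249). This FDR reached 0.106 with 1 library left out in turn and 0.151 over all alternatives.

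GmGA3ox 1a (Glyma.15G012100) rose from 0.872 CPM ± 0.0228 (SD, n = 3) to 2.31 CPM ± 0.190 (SD, n = 3) at 72 hpi, a log2 fold change of 1.39 (SE 0.24, edgeR FDR = 0.0053). At 96 hpi, it rose from 0.277 CPM ± 0.205 (SD, n = 3) to 2.48 CPM ± 0.961 (SD, n = 3), a log2 fold change of 3.13 (SE 0.44, edgeR FDR = 0.000191). The larger response at 96 hpi did not pass the test of the difference (edgeR FDR = 0.0657), but did so in 7 of its 20 alternatives, among them DESeq2 (FDR = 0.0424), and over all alternatives the FDR of the difference ranged from 0.0152 to 0.262. Its homolog GmGA3ox 1b (Glyma.13G361700) fell at 72 hpi from 5.73 CPM ± 0.883 (SD, n = 3) to 1.38 CPM ± 0.278 (SD, n = 3), a log2 fold change of -2.05 (SE 0.22, edgeR FDR = 0.000491). At 96 hpi, the change of GmGA3ox 1b was -0.29 (SE 0.26, edgeR FDR = 0.549).

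**Figure D3:**
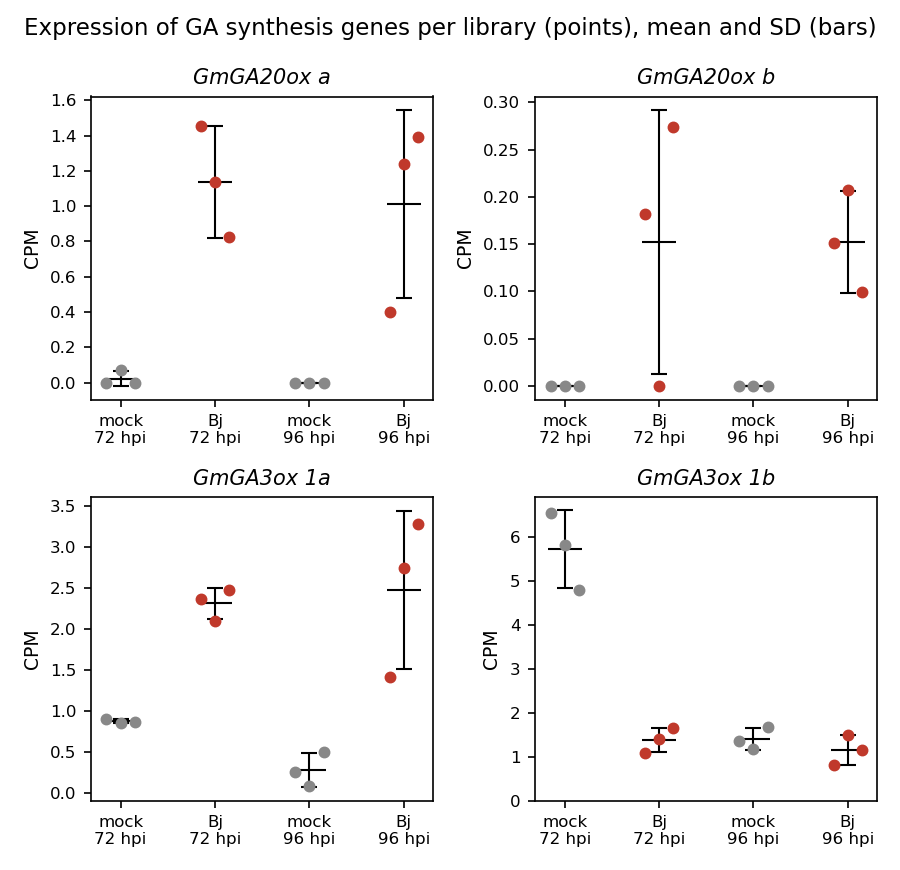
CPM of GmGA20ox a, GmGA20ox b, GmGA3ox 1a and GmGA3ox 1b in mock and B. japonicum-inoculated roots at 72 and 96 hpi, with 1 point per library and the mean and SD of 3 libraries. GmGA20ox a and GmGA3ox 1a are higher in inoculated roots at both time points, and GmGA3ox 1b is lower at 72 hpi.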

Three gibberellin (GA) synthesis genes, *GmGA20ox a* (*Glyma.04G244200*), *GmGA20ox b* (*Glyma.06g119100*), and *GmGA3ox 1a* (*Glyma.15G012100*), were up-regulated in both TRAP-seq data sets (72 and 96 hpi) (Supplementary Table 1). We further showed that promoter-GUS expression of *GA20ox a* and *GmGA3ox 1a* was induced by *B. japonicum* inoculation in soybean root cortical cells (Figure 3). In previous studies, GA levels were found to increase in developing nodules (Ferguson and Mathesius, 2003) and GAs regulated nodule primordia establishment (Ferguson et al., 2005; Lievens et al., 2005). Moreover, both GA biosynthesis genes identified were also up-regulated in an RNA-seq data set generated using the nodulation zone of soybean roots inoculated with *B. japonicum* (Hayashi et al., 2012). Collectively these results strongly support the notion that GA levels likely play an important role in establishing nodulation.

To test whether GA synthesis genes are involved in soybean nodule primordia establishment, we used an RNAi construct to specifically silence the expression of *GmGA3ox 1a* in transgenic hairy roots. Since there are homologous *GmGa3ox 1* genes in soybean, we designed an RNAi construct that targeted both *GmGA3ox 1a* and *GmGA3ox 1b*. Knockdown of both genes led to a significant reduction in nodule density (Figure 4A). However, microscopic analysis of sectioned nodules showed that RNAi-knockdown did not visually affect nodule morphology (Figure 4C). Expression of *GmGA3ox 1a* and *GmGA3ox 1b* was significantly reduced in comparison to empty vector or GUS-RNAi controls, confirming that the reduction in nodule density was caused by gene knockdown (Figure 4B). Taken together, these results indicate that *GmGA3ox 1a* and or *GmGA3ox 1b* regulate the nodule density likely by controlling GA levels.

**FIGURE 4:**
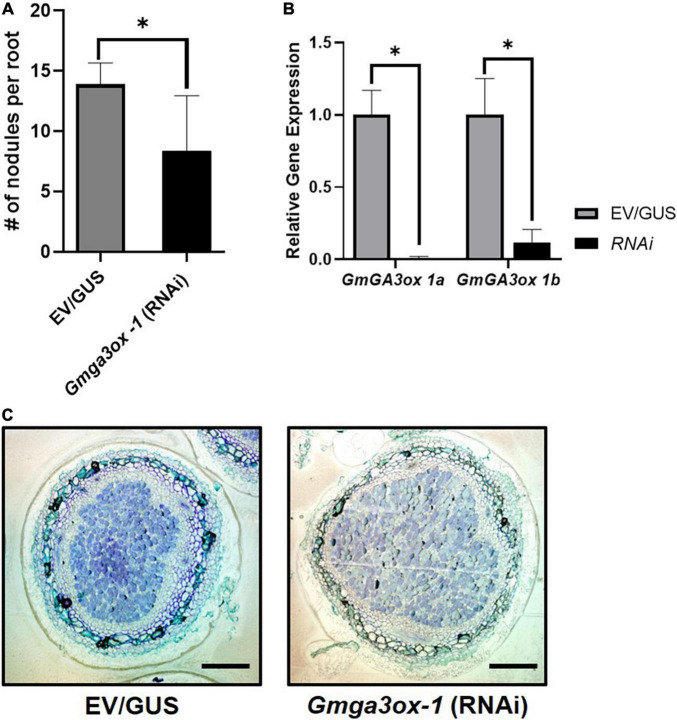
Quantification of relative nodule numbers and nodule structure in the *Gmga3ox 1*-RNAi transgenic hairy root. **(A)** Study of *Gmga3ox 1*-RNAi transgenic hairy root nodule density (Nodule number/Root fresh weight) in comparison to control vector (GUS) transgenic hairy root. **(B)** Relative gene expression of *GmGA3ox-1a* and *GmGa3ox-1b* in RNAi transgenic hairy root. **(C)** Nodule structure of *Gmga3ox-1*-RNAi transgenic hairy root after 21 days post-inoculation of *B. japonicum*. Error bar represents ± SE and * indicates *t*-test significance at *P* < 0.001 (scale bar = 200 μm).

## Discussion

The root cortex is a critical cell layer that gives rise to the nodule primordium and is traversed by the growing infection thread during rhizobial infection. While our understanding of early epidermal responses and later nodule-specific events has greatly expanded through mutant studies and previous functional genomic analysis, our knowledge of cortex-specific events is relatively limited, largely due to the problem of effectively sampling these processes. However, a few genes have been identified as markers for cortex infection. A good example is *Enod40*, which has long served as a key nodule organogenesis marker expressed in the cortex during early nodule development (Niyikiza et al., 2020). In the current study, we specifically profiled the cortical-specific response to rhizobial inoculation using the TRAP-seq method enabled by our identification of a cortex-specific promoter. The list of differentially expressed genes identified by our analysis contributes to our understanding of the processes occurring within this tissue during the early stages of nodulation, but also represents a toolbox of genes that can be subsequently used to define these processes in greater detail.

The formation of a nitrogen-fixing nodule involves two diverse developmental processes in the legume root: infection thread formation and growth initiated in the epidermal cells and nodule primordia formation in the cortex (Ding and Oldroyd, 2009). A very large literature exists focusing on early nodulation events that define the initial interaction of rhizobia with root hair cells (Cárdenas et al., 2008; Oldroyd and Downie, 2008; Puppo et al., 2013; Hossain et al., 2015). For example, in previous work, we identified ∼2,000 genes whose expression responded to *B. japonicum* infection in soybean root hairs (Libault et al., 2010). The spatiotemporal differences in gene expression are critical to successful rhizobial infection and nodule development. For example, *NIN*, which encodes an RWP-RK-containing TF, is a master regulator of multiple genes/processes that, depending on the developmental time point, has either a positive or negative effect on nodule organogenesis, including IT formation. *NIN* initiates IT by inducing expression of legume pectate lyase *LjNPL* and nuclear transcription factor Y subunit A-1 (*MtNF-YA1*) (Yano et al., 2008; Xie et al., 2012; Laporte et al., 2014). Furthermore, *LjNF-YA1* and *LjNF-YB1* promote cortical cell division in an *LjNIN*-dependent manner (Soyano et al., 2013). When we compare our soybean cortex TRAP-seq data to the RNA-seq results derived from soybean root hair, we find, for example, expression of the *GmNIN-1a*, *GmNIN-2*, *GmNIN-2b*, and *GmNF-YA1* genes are induced in both tissues upon *B. japonicum* infection. These results are consistent with the dual function of the transcription factors *NIN* and *NF-YA1* in IT formation and cortical cell division during nodule development. Interestingly, in both root hair and cortical cells, the *GmNPL* gene responded significantly to *B. japonicum* infection. In a previous study, *DEL1*, which encodes a pectate lyase (PEL) precursor, was found to control cell division by regulating cell cycle progression in rice (Leng et al., 2017). Taken together, these findings provided insights on the possibility that the *NIN*-dependent *NPL* plays a role in nodule primordia formation by regulating cell division. The ability to compare gene expression in specific tissues, as exemplified by the comparison between the cortex TRAP-seq and root hair RNA-seq data sets, should aid in the ability to further decipher the specific epidermal and cortical programs involved in rhizobial infection and nodule development.

Nodule development is mediated by complex transcriptional networks. A number of transcriptional regulators have been discovered in various legumes in previous studies. Additionally, it is important to understand these diverse transcriptional regulatory networks in order to conduct nodule development research (Emms and Kelly, 2017; Lee et al., 2017). All plants have undergone multiple rounds of whole-genome duplication with the last soybean duplication event occurring roughly 15 mya. It has been estimated that roughly 70% of all soybean genes are duplicated and it is common to find four copies of any specific gene, which complicates functional analysis. For example, soybean has two *NSP1* and *NSP2* homologs. Interestingly, comparing our results to root hair transcriptome data reveals that these homologous genes have distinct spatiotemporal expressions (Hayashi et al., 2012; Figure 2D and Supplementary Table 3). These homologous genes were induced during the root hair infection stage, whereas only *GmNSP1a* and *GmNSP2b* were induced during early nodule development in cortical cells. Our findings suggest that *GmNSP1a* and *GmNSP2b* act on both root hair infection and nodule formation, but *GmNSP1b* and *GmNSP2a* act more specifically on root hair infection during the development of symbiotic root nodules. As a result, our high-resolution translatome data would be a useful tool for researchers studying soybean, which may have a more complicated transcriptional regulatory network due to the increased number of paralogs.

All developmental processes in plants, including nodule formation, are regulated by plant hormones (Ferguson and Mathesius, 2014). The need for a cytokinin receptor during nodule formation demonstrates that the plant hormone cytokinin is a critical component in nodule organogenesis (Tirichine et al., 2007). Abscisic acid (ABA) is typically believed to act as a negative regulator in nodule development and seems to play a role in both the epidermis and cortex (Biswas et al., 2009; Ding and Oldroyd, 2009). Other plant hormones, including positive regulators such as auxin, brassinosteroids, and GA, as well as negative regulators such as JA and ethylene, have been implicated in nodule development (Mathews et al., 1989; Ferguson and Mathesius, 2003; Ferguson et al., 2005; Sun et al., 2006; Kinkema and Gresshoff, 2008). In this research, we showed that GA biosynthesis genes (*GmGA20ox a* and *GmGA3ox 1a*) were induced by *B. japonicum* inoculation and numerous other phytohormone-related genes were identified in the MapMan sub-group analysis. Furthermore, we confirmed that *GmGA3ox* was involved in early nodule development using RNAi-transgenic hairy root system. These findings serve as an example of how our data may be further used to examine specific functions within the cortex related to nodulation and emphasize, in this specific example, the importance of hormones in these processes.

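The spread between the 3 replicate libraries of a condition, as edgeR's common biological coefficient of variation, was 2.08% in mock roots at 72 hpi, 13.02% in inoculated roots at 72 hpi, 5.17% in mock roots at 96 hpi and 5.49% in inoculated roots at 96 hpi. Pairs of replicates were also compared with a chi-square test of their counts over all expressed genes, in which sampling noise alone gives a chi-square of 1 per gene. This test covers counting error only, since reads without molecular identifiers are not independent molecules. Mock pairs at 72 hpi gave 1.10, 1.24 and 1.38 per gene. The pair with the lowest value had a chi-square p of 2.96e-40 over 36200 genes. The labels give the mock libraries as 3 replicates, and they were counted as such. The pairs of inoculated libraries at 72 hpi gave 5.05, 14.0 and 4.58 per gene. At 96 hpi, all pairs lay between 2.65 and 3.41.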

To summarize, this study demonstrates that TRAP-seq is a reproducible and powerful technique for generating valuable hypotheses that aid in analyzing the complex mechanism of soybean nodule formation.

## Materials and Methods

### Plant Materials, Conditions, and Bacterial Strains

Seeds of cultivar Williams 82 of soybean (*Glycine max*) were surface sterilized, germinated, and grown in vermiculite: perlite soil mixture (3:1) or germination paper in a growth chamber with a 16-h light and 8-h dark photoperiod, set to 23^°^C during the dark and 26^°^C during the light regime at 80% humidity. The plants were inoculated with *B. japonicum* strain USDA110. We used wild-type *B. japonicum* USDA110 for each experiment. *B. japonicum* cells were grown at 30^°^C for 3 days in HM medium (Cole and Elkan, 1973) with the appropriate antibiotics. After 3 days of culture, bacteria were pelleted, washed twice with sterilized deionized (DI) water, and diluted to an OD_600_ of 0.1 for inoculation in sterilized DI water. Plants were supplied with B&D (Broughton and Dilworth, 1971) with no nitrogen nutrient solution or with 0.5 mM NH_4_NO_3_ as in non-infected experiments. Tissues such as roots, nodules, and transgenic hairy roots were collected for statistical analysis from various experiments in this study and/or frozen immediately in liquid nitrogen. Three biological replicates were used in each experiment.

### Cloning Plasmid Construction

The promoter regions of *Glyma.18g300800* were amplified by PCR using Williams 82 genomic DNA using primers described in Supplementary Table 5 and cloned into *pDONR/Zeo* by BP reactions. Next, the plasmids (*pDONR/Zeo* constructs harboring the *Glyma.18g300800* promoter) were recombined into the *pYXT1* (Xiao et al., 2010) binary vector using the Gateway LR Clonase II enzyme mixes (Invitrogen).

For the target gene RNAi constructs, ∼195 bp of *Glyma.15G12100* (*GmGa3ox 1a*) gene specific fragment was amplified using primers described in Supplementary Table 5. Amplified fragments were cloned into the pDONR/Zeo vector. The resulting positive plasmid was recombined into the *pCAMGFP-CvMV-GWi* binary vector (Graham et al., 2007) using the Gateway LR Clonase II enzyme mixes.

For the promoter:GUS constructs, the promoter regions of *Glyma.15G12100*, *Glyma.12G197300*, *Glyma.04G244200*, and *Glyma.17G03500* were amplified by PCR using gDNA using primers described in Supplementary Table 5 and cloned into *pSoyGUS* binary vector (Hossain et al., 2019) using Gibson assembly enzyme (NEB).

### Soybean Hairy Root Transformation and Microscopy

To express the target genes in soybean and to investigate their localization, the appropriate plasmid constructs were transformed into *Agrobacterium rhizogenes K599* and used for hairy root transformation as described (Song et al., 2021). Transgenic hairy roots were selected based on constitutive GFP expression using dissecting fluorescence microscopy before and after inoculation with *B. japonicum*. Nodule numbers were counted in each root 4 weeks after *B. japonicum* inoculation. Harvested transgenic tissues (root and nodule) were frozen in liquid nitrogen and used for subsequent downstream studies. The nodules were fixed in 4% paraformaldehyde in sodium phosphate buffer and embedded in paraplast to clearer understanding and study their morphology and structure. After staining the nodule section with toluidine blue (0.1%), it was washed with water and then dried at room temperature prior to microscopic analysis. Three independent experiments were conducted for the statistical study, and each experiment setup included at least 15 plants per replicate for quantification of nodule development. For statistical analysis, the student’s *t*-test was used.

### Translating Ribosome Affinity Purification Followed by RNA Sequencing (TRAP-Seq)

TRAP was modified based on the method by Zanetti et al. (2005) as described previously (Castro-Guerrero et al., 2016). The optimized protocol required 10 g of root material per sample when using cortex-layer specific HisFLAG-GmRPL18 expressing hairy root. This was sufficient to obtain at least 500 ng of mRNA for library preparation and subsequent RNA sequencing. In this study, three biological replicates were prepared for each time point (72 and 96 h) for each treatment (mock- and *B. japonicum*-inoculated).

### Preparation and Sequencing of RNA-Sequencing Libraries

Extracted RNAs from TRAP were shipped frozen on dry ice to the University of Missouri’s DNA Core Facility for preparation of an RNA-Seq library using the TruSeq stranded mRNA Kit (Illumina, San Diego, California, United States) and high-throughput sequencing (75 bp paired-end) on an Illumina NextSeq 500.

### Analysis of Translating Ribosome Affinity Purification RNA Sequences

For all the raw reads FASTQ files, we firstly checked their quality with FastQC (Wingett and Andrews, 2018), which provides a quick view on the quality of all the raw sequence reads from multiple analyses, ranging from the sequence quality, GC content, to library complexity, and produce a report in the HTML format, and we filtered reads based on the quality scores. Then high-quality reads were aligned to the soybean reference genome (*Glycine max* Wm82.a4.v1) by STAR (Dobin et al., 2013), and we merged all the results into one big raw count expression matrix. edgeR (Robinson et al., 2009) was used to identify genes with differential expression abundance between 72 and 96 hpi TRAP RNA samples. Heat map was generated by per gene z-score that was computed from log2 fold-change values. All RNA-seq data are deposited at NCBI (GEO accession: GSE192785).

### Histochemical GUS Staining

GUS staining was performed as described previously (Jefferson et al., 1987). Briefly, transgenic hairy roots were stained overnight at 37°C in 10 ml staining solution (1 mg ml^−1^ 5-bromo-4-chloro-3-indolyl-β-d-glucuronide, 100 mM sodium phosphate, pH 7.0, 1 mM EDTA, 0.05% Trition X-100, 5 mM potassium ferrocyanide, 5 mM potassium ferricyanide). Images were collected using bright field on a Leica DM5500B upright microscope with color camera.

### Quantitative Real-Time RT-PCR

To measure the steady-state level of transcripts, total RNA was extracted from transgenic hairy root samples and treated with RNase-free DNase I. Two micrograms of total RNA were used for the reverse transcription using M-MLV Reverse Transcriptase (Promega), and 1 μl of resulting first-strand cDNA (20 μl) was used as a PCR template for the quantitative real-time RT-PCR. Quantitative PCR analysis was performed using SYBR Green PCR mix (ABI enzyme) with a CFX96 PCR machine (Bio-Rad). *Cons4* (Libault et al., 2008) was used as an internal reference gene to normalize the relative level of each transcript. Primers used in this experiment were described in Supplementary Table 5.

### Immunoprecipitation and Western Blot Analysis

Total proteins were extracted from transgenic hairy roots. For western blot analyses, total proteins were extracted from approximately 200 mg of tissue. The following antibodies were used in these experiments: monoclonal anti-FLAG-HRP (Sigma, 1/3,000). One gram of seedlings or transiently expressed hairy root was used for the immunoprecipitation experiments. The tissue was ground in liquid nitrogen, re-suspended in 1 ml of immunoprecipitation buffer (50 mM Tris pH 7.5, 150 mM NaCl, 1% Triton X-100 and protease inhibitor cocktail) and left on a rotating wheel for 30 min at 4^°^C. Samples were then centrifuged for 10 min at 20,000 × g at 4^°^C. Immunoprecipitations were carried out on 1 mg of total proteins using the EZview™ Red ANTI-FLAG ^®^ M2 Affinity Gel (Sigma) according to the manufacturer’s protocol.

## Data Availability Statement

The original contributions presented in the study are publicly available. This data can be found here: NCBI GEO, GSE192785.

## Author Contributions

GS and JS designed the experiments. JS, MT-S, BM-L, YC, and LS performed the research and analyzed the data. BM-L and DX revised the manuscripts. JS wrote the manuscript with the input from GS. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

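TRAP-seq libraries were made from soybean hairy roots expressing HisFLAG-tagged GmRPL18 under a cortex promoter, after mock treatment or inoculation with B. japonicum USDA110, at 72 and 96 hpi. Condition and replicate of each of the 12 libraries come from the sample labels and the paper, with 3 libraries per condition. The labels number the replicates 1 to 3 in each condition, and these numbers are the only source of a pairing between mock and inoculated libraries. In Table 1, 4 libraries of 72 hpi carry other replicate numbers than in the labels, so a second numbering was also tried.

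The authors filtered the reads by quality, aligned them with STAR to the soybean genome, which the paper gives as Wm82.a4.v1, and deposited raw counts of reads per gene for each library. Replicates were not pooled. Each library comes with unstranded counts, counts for the gene strand and counts for the opposite strand, over 58994 genes, of which 2315 carry ENSRNA identifiers and the others GLYMA identifiers. Glyma identifiers of the paper were matched to the GLYMA identifiers. No gene names are paired with the identifiers in these data, and names of genes are those the paper gives with an identifier. GmNIN2b and the genes that the text names without an identifier were not analysed here. The separate results of a further transcription factor family are not reported here.

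The counts of the opposite strand were used, since the design called for them if they held at least 80% of the stranded gene counts in every library. Differential expression was tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood F test with robust dispersion, TMM normalization, genes kept by filterByExpr with its defaults), two-sided, with Benjamini-Hochberg adjustment. Each time point was fitted on its own 6 libraries, without a replicate block. The standard error of a log2 fold change was computed as its size divided by the square root of F. The lists called as in the paper used an unadjusted p of at most 0.05 and a fold change of at least 2. The difference of the responses between the time points was tested as an interaction in a single fit of all 12 libraries. CPM values were computed from the deposited counts with TMM factors over the 12 libraries, and tables and exact tests were made with Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9. A group whose libraries all held 3 counts or fewer was treated as at the floor, and a fold change against it is given as a lower bound where every library of the other group was above the floor. Such floors, and the chi-square test of replicates, cover counting error only, since reads without molecular identifiers are not independent molecules.

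The genes named are those that the paper gives with an identifier in its text, its table of nodulation genes and its primer table, the hormone genes with an FDR under 0.05 at both time points, the 3 genes with the smallest p in each direction at each time point among those with an FDR under 0.05, a fold change of at least 2 and no overlap between mock and inoculated libraries, and the 3 genes with the smallest p of the interaction in each direction. Because gene names are not paired with these identifiers, at most 2 identifiers that rose and 2 that fell are printed per comparison, apart from Glyma.01G128100, whose direction reversed under an alternative.

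On simulated counts with 200 changed genes among 35914 tested, the quasi-likelihood test recovered all 200 with 10 false calls, the exact test recovered all with 9, DESeq2 with 3 and limma voom with 7. The interaction test recovered 199 of 200 among 37750 genes, with 16 false calls. All simulated libraries shared the same spread, and only well-counted genes were changed, by more than 2-fold. In the data at 72 hpi, the biological coefficient of variation was 2.08% in mock and 13.02% in inoculated libraries. The simulation thus checks that the tests run as intended. It does not show how many changes are missed or falsely called in these data. The alternatives were edgeR's exact test, DESeq2 1.42.0, RLE factors, no low-count filter, at least 10 counts in every library, unstranded counts, a replicate block, all 12 libraries in a single fit, libraries thinned to equal depth, and leaving out each library in turn. A block with the replicate numbers of Table 1, limma voom (limma 3.58.1) with a weight per condition, and unstranded counts without a filter in the exact test were added after seeing the data. The responses of GmERN1a and GmERN1b and the unmapped shares were compared with exact permutation tests.

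Between 10444874 and 24095506 reads per library were assigned to genes, and genes under the filter, which include most of the genes in the paper's lists, rest on a few counts. No batch or date of library preparation is given in the paper's text or the labels used here, so a difference of levels between the time points cannot be told apart from a difference between batches.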

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

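The test of library size and normalization for the cortex marker was chosen only after its result was seen, as were the alternative settings for the comparison of mock roots.

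A difference between the time points in the response to inoculation drew attention first. The edgeR interaction test gave an FDR under 0.05 for 3784 genes. When the mock and inoculated labels were exchanged within the time points, in the 32 ways that part as many same-numbered pairs, 2 gave a number as large. The other one exchanged mock and inoculated at one whole time point, so that it tested the sum of the responses, which is large wherever roots respond at both, and gave 6268 genes. The largest number among the other relabellings was 1626. With 18 of the relabellings, no gene had an FDR under 0.05, while up to 2086 had an unadjusted p under 0.05. Thinning all libraries to the depth of the smallest gave 2584 genes, 2422 of them shared with the 3784, so a difference in depth does not account for most of them. A batch that acts alike on the mock and inoculated libraries of a time point cancels in this difference. One that parts mock from inoculated libraries within a time point was not tested, since the labels give none, so a biological difference between the time points remains a hypothesis.

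The genes with the smallest p of that difference named here changed in opposite directions at the time points. Glyma.03G122500 fell at 72 hpi (log2 fold change -1.23) and rose at 96 hpi (0.34), a difference of 1.57 (SE 0.10, edgeR FDR = 6.73e-08). Glyma.04G111300 followed with -0.90 and 0.23, a difference of 1.13 (SE 0.09, edgeR FDR = 2.31e-07). Glyma.20G158500 rose by 1.62 and then changed by -0.41, a difference of -2.02 (SE 0.14, edgeR FDR = 1.1e-07), and Glyma.06G123200 rose by 1.26 and then changed by -0.88, a difference of -2.13 (SE 0.14, edgeR FDR = 1.45e-07). Leaving out each of the 12 libraries in turn kept these differences at 1.49 to 1.65, 1.09 to 1.17, -2.14 to -1.93 and -2.20 to -1.99. The genes were selected by the p of this difference, and in each of them all 3 inoculated libraries lay on the same side of all 3 mock libraries at both time points. The paper does not discuss these genes, and reads shared with close homologs were not tested for them. The mean of mock roots moved little from 72 to 96 hpi for Glyma.04G111300 (67.5 to 76.8 CPM). It moved more for Glyma.03G122500 (111 to 24.4 CPM), Glyma.20G158500 (12.4 to 31.8 CPM) and Glyma.06G123200 (19.4 to 43.2 CPM). For the latter genes, a reversed response cannot be told apart from a shift of the mock level.

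GmGA3ox 1b fell at 72 hpi (log2 fold change -2.05) and not detectably at 96 hpi (-0.29), and the difference of 1.77 passed the interaction test (SE 0.36, edgeR FDR = 0.00363). Over its alternatives, the difference lay between 1.53 and 1.96 and its FDR between 0.000711 and 0.0196. Mock roots averaged 5.73 CPM at 72 hpi and 1.40 CPM at 96 hpi, a difference not tested for this gene, and inoculated roots at 72 hpi averaged 1.38 CPM. A candidate explanation is that inoculation brings forward a decline of this gene in mock roots. Across genes, the response at 72 hpi and the change of mock roots over time had a correlation of at least 0.398, which cannot be told apart from a property common to the mock libraries of 72 hpi. Whether GmGA3ox 1b shares reads with GmGA3ox 1a was not tested.

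The cortex marker Glyma.18G300800, whose promoter drives the tagged ribosomal protein, was lower in inoculated than in mock roots at 72 hpi (log2 fold change -0.66, SE 0.14, edgeR FDR = 0.013; lower in 3 of 3 libraries). At 96 hpi the log2 fold change was 0.17 (SE 0.15, edgeR FDR = 0.549), and the difference between the time points was 0.84 (SE 0.20, edgeR FDR = 0.00961). With RLE factors, DESeq2's size factors and equal depth, the value nearest 0 was -0.60, and the FDR was under 0.05 with each of them. RLE factors and DESeq2's size factors rest, like TMM, on most genes not changing, so the fall cannot be told apart from an effect of normalization. Leaving out each library kept the sign (-0.81 to -0.58), while the edgeR FDR was over 0.05 in 4 of the 6 fits. Over all alternatives, the FDR ranged from 0.000139 to 0.0804. Mock roots also differed between the time points, with a log2 fold change from 72 to 96 hpi of -1.61 (SE 0.12, edgeR FDR = 1.53e-14). A lower activity of the promoter in inoculated cortex cells may underlie the change at 72 hpi. RNA from other cell types in the pulldown was not tested and remains an alternative.

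The paper's results compare mock with inoculated roots, although its methods describe edgeR as applied between samples of 72 and 96 hpi. Its text gives no result for mock roots at 96 against 72 hpi. In this comparison 18132 of 37139 genes had an FDR under 0.05 in edgeR's quasi-likelihood test, and 2452 also changed at least 2-fold (1262 up, 1190 down). Of the 4 splits of the 6 libraries that part all same-numbered pairs, 1, the real one, gave as many genes. None of the 9 other splits gave a gene with an FDR under 0.05, and they gave 315 to 390 genes with an unadjusted p under 0.05, but 10 splits of 6 libraries cannot give a share under 0.05. Thinned to equal depth, 16887 genes passed, 16253 of them shared with the 18132. Across all alternatives and left-out libraries, the number lay between 13928 and 18629. A biological explanation in the design is the age of the roots, and it cannot be told apart from a difference between the library batches of the time points.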

How the results depend on the processing

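The main settings and the alternatives were chosen before the data were examined, except for a replicate block with the numbering of Table 1, limma voom with a weight per condition, and the combination of unstranded counts, no filter and the exact test, which were added after seeing the data, as were all alternatives of the comparison of mock roots between the time points.

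Without a low-count filter, 1223 genes at 72 hpi and 1074 at 96 hpi passed the 2-fold threshold, with 91 up at both time points, 36 down at both and 33 in opposite directions. With at least 10 counts in every library, these numbers were 355, 286, 7, 7 and 6. With unstranded counts, no filter and the exact test together, they were 1236, 1099, 85, 45 and 38. Fitting all 12 libraries at once changed the genes with an FDR under 0.05 to 6626 at 72 hpi and 3306 at 96 hpi, and the overlaps to 63 up, 29 down and 23 in opposite directions. DESeq2 gave 2572 and 3505 genes with an FDR under 0.05, of which 2401 and 3469 were shared with the 3912 and 5281 of edgeR's quasi-likelihood test, and 517 genes up at both time points with an unadjusted p under 0.05. By direction, DESeq2 gave 1030 genes up at 72 hpi and 1586 at 96 hpi with an FDR under 0.05, against 1674 and 2431, and all 12 libraries in a single fit gave 3101 up and 3525 down at 72 hpi and 1434 up and 1872 down at 96 hpi. That fit also gave 419 genes up at least 2-fold at 72 hpi against 267, of 855 in all. The lists with at least 10 counts held 158 up and 197 down at 72 hpi and 103 up and 183 down at 96 hpi. For these changes, the cause was not tested.

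With each of the 6 libraries of a time point left out in turn, the genes with an FDR under 0.05 numbered from 858 to 8338 at 72 hpi and from 3889 to 4779 at 96 hpi. Past the 2-fold threshold they numbered from 703 to 1070 and from 550 to 708, with 324 to 451 up and 360 to 619 down at 72 hpi and 211 to 297 up and 321 to 430 down at 96 hpi. Across 12 such fits, from 29 to 51 genes rose at both time points, from 17 to 27 fell at both, from 11 to 21 changed in opposite directions, and from 671 to 1319 rose with an unadjusted p under 0.05 at both. The interaction gave from 2331 to 6769 genes, the unmapped difference was 2.61 to 3.64 points, and the difference of GmERN1b and GmERN1a was 0.37 to 0.60 at 72 hpi and 0.18 to 0.46 at 96 hpi. At 72 hpi, the genes with an FDR under 0.05 numbered 858 to 1082 in the 4 fits that left out a mock library or the second inoculated replicate, 6484 without the first and 8338 without the third.

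Same-numbered mock and inoculated libraries come from different roots and did not deviate together, with correlations of their deviations of -0.00979 at 72 hpi and -0.0203 at 96 hpi, and 0.00886 at 72 hpi with the numbers of Table 1. With the replicate number as a block, 2839 genes at 72 hpi and 4809 at 96 hpi had an FDR under 0.05, and the interaction gave 3052. With the numbers of Table 1 as the block, these were 2750, of which 1048 rose, 4809 and 3075. The difference of GmGA3ox 1a between the time points had an FDR of 0.0423 with the block and 0.0404 with the numbers of Table 1, in a range of 0.0152 to 0.262 over its alternatives. Exchanging mock and inoculated within same-numbered pairs, the exact test of GmERN1b against GmERN1a gave p = 0.25 at 72 hpi and p = 0.5 at 96 hpi, in a design of 8 relabellings that cannot reach 0.05, and that of the unmapped shares p = 0.0312.

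The directions of several small effects reversed. Glyma.15G234700 at 72 hpi, at 0.02 in the main setting, was -0.032 with the replicate block, -0.031 with the numbers of Table 1 and -0.041 with limma voom, and ranged from -0.19 to 0.27 with single libraries left out. GmNSP1b at 96 hpi was 0.001 with unstranded counts. The difference between the time points of Glyma.12G197300 was 0.044 with unstranded counts and 0.001 with the replicate block, and that of Glyma.17G103500 reversed without one library. With single libraries left out, log2 fold changes at 72 hpi ranged from -0.155 to 0.069 for GmNSP1b, -0.36 to 0.15 for GmNSP2a, -0.027 to 0.489 for GmERN1a and -0.063 to 0.050 for Glyma.01G128100. At 96 hpi they ranged from -0.078 to 0.076 for GmNSP1b, -0.036 to 0.260 for GmNSP2a and -0.29 to 0.11 for Glyma.13G282100. For the difference between the time points, they ranged from -0.684 to 0.043 for Glyma.17G103500 and -1.27 to 0.44 for Glyma.12G197300. None of these had an FDR under 0.05 in the main setting. Counting each alternative of each single gene or gene list, 64 no longer passed the threshold, 27 newly passed it and 24 moved by more than the replicate spread or 1.5 times, against 1763 with none of these.

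The interaction gave 2584 to 3894 genes outside the left-out libraries, and of the 640 genes of the paper 396 (DESeq2) to 594 (unstranded, no filter, exact test) rose at both time points. Few counts limit what can be said at 72 hpi of GmNIN1b, GmENOD40b, GmGA20ox a, GmGA20ox b and Glyma.12G197300, and those of GmNIN1b and GmGA20ox b were also few in the deeper libraries of 96 hpi.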

Differences from the paper's values

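The paper reports 1547 genes past its 2-fold threshold at 72 hpi and 1315 at 96 hpi, against 625 and 499 here. By direction, the paper's numbers are 768 up and 779 down at 72 hpi and 553 up and 762 down at 96 hpi, against 267, 358, 219 and 280. Of the alternatives set before the data were examined, only leaving out the low-count filter brought all of these within 1.5 times, with 1223 and 1074 genes, or 600 up and 623 down at 72 hpi and 508 up and 566 down at 96 hpi. Leaving out the third inoculated replicate brought the number at 72 hpi (1070) and the number down there (619) within 1.5 times, and not the number up (451). Unstranded counts without a filter in edgeR's exact test, chosen after seeing the values, gave 1236 and 1099 genes, or 616, 620, 445 and 654 by direction.

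The paper states shares of differentially expressed genes of 20% at 72 hpi and 10% at 96 hpi without naming the base. That is far more than its own 1547 and 1315 genes among the 58994 counted, so the base or threshold must differ. The comparisons that follow therefore set unlike shares side by side, and nearness to the paper's shares is no sign of reproduction. Of the genes tested here, 1.74 and 1.33% passed the 2-fold threshold. At this threshold no setting came within 1.5 times the paper's shares. The highest values were 2.91% at 72 hpi without the third inoculated replicate and 2.22% at 96 hpi without the low-count filter. With an FDR under 0.05 and no minimum fold change, the shares were 10.9 and 14.0%, the second of which lies within 1.5 times the paper's. At both time points, the shares by FDR lay within 1.5 times the paper's with edgeR's exact test (14.7% at each) and with all 12 libraries in a single fit (17.4 and 8.70%). At 72 hpi they also did without the first (17.65%) or the third (22.7%) inoculated replicate, and at 96 hpi with every setting run, those chosen after seeing the values included.

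For genes up at both time points, the Venn diagrams of the paper give 99, against 30 here and 91 without the low-count filter. The paper gives 56 down at both and 54 in opposite directions, against 19 and 13. None of the alternatives set before the data were examined reached these, and the added combination of unstranded counts, no filter and the exact test, chosen after seeing the values, gave 85, 45 and 38.

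The fitted log2 fold change of GmNIN1b at 72 hpi is 0.558789 in the paper and 1.32 here, on counts of 1 to 7 per library. The mock libraries were at or under the floor of 3 counts. The value is therefore given for this comparison only, and not as a measured size. Unstranded counts (0.58) came nearest the paper's value, followed by thinning (0.85). DESeq2 (1.38), the replicate block (1.30), the exact test (1.32), RLE factors and all 12 libraries in a single fit (1.33 each) stayed near 1.32. At 96 hpi, the fitted log2 fold change of GmNIN1b is 0.325201 in the paper, against 0.56 here and 0.31 with unstranded counts. That of GmNSP1b at 96 hpi is 0.00190957 in the paper and -0.012 here, and the sign was the paper's with unstranded counts (0.001) and in 2 of the fits that left out a library, without the first inoculated and without the second mock replicate, the highest value being 0.076.

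The paper states that GmNIN1b, GmNSP1a, GmNSP2b, both GmERN1 homologs and GmGA20ox b were raised by inoculation. Here GmNIN1b had an FDR of 0.263 at 72 hpi and 0.627 at 96 hpi, GmNSP2b of 0.223 at 72 hpi, GmNSP1a of 0.153 at 96 hpi, GmERN1a of 0.655 at 72 hpi and GmGA20ox b of 0.163 at 72 hpi in edgeR's quasi-likelihood test. At the paper's own threshold of a 2-fold change and an unadjusted p of at most 0.05, GmGA20ox b passed at 72 hpi, with both groups at or under the floor of 3 counts, and in 9 of its 16 alternatives, but not with DESeq2, either replicate block, any mock library left out or the third inoculated replicate left out. GmNIN1b at 72 hpi passed it only in the fit without the third inoculated replicate (fitted log2 fold change 1.67, with the mock libraries at or under the floor). GmNIN1b and GmNSP1a at 96 hpi and GmNSP2b and GmERN1a at 72 hpi passed it with no setting run, though GmNSP1a had an unadjusted p under 0.05 in the main setting, with a log2 fold change of 0.42. Of the genes above, GmERN1a was called at 72 hpi in the fit without the first inoculated replicate (log2 fold change 0.49), with an FDR of 0.0175, against a range of 0.0175 to 0.968 over all its alternatives. Glyma.17G103500, which the paper lists as raised at 72 hpi, passed the paper's threshold and had an FDR of 0.0503. By FDR it was called with edgeR's exact test, DESeq2, the replicate block and all 12 libraries in a single fit, without the first inoculated replicate, and with 2 settings chosen after seeing the values, limma voom and the exact test on unstranded counts without a filter, the FDR of these fits lying between 6.8e-06 and 0.0348 and that of all alternatives between 6.8e-06 and 0.173. Glyma.12G197300, also listed as raised at 72 hpi, passed it too and had an FDR of 0.199. It passed in 9 of its 16 alternatives, but not with DESeq2, the replicate block of the labels, thinning or 4 of the 6 libraries left out, and no setting gave it an FDR under 0.05. The paper places bHLH first among the transcription factor subgroups and AP2/ERF behind C2H2-ZF. The numbers in its supplement are 19 bHLH, 17 ERF and 9 C2H2-ZF genes at 72 hpi and 15, 30 and 11 at 96 hpi, so that there bHLH is ahead of ERF at 72 hpi alone and ERF ahead of C2H2-ZF at both. Of the genes listed, 12 bHLH, 13 ERF and 3 C2H2-ZF genes passed the low-count filter here at 72 hpi, and 8, 17 and 4 at 96 hpi.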

Other observations

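The tests of sequencing depth for unmapped reads and of a common pool behind the mock libraries of 72 hpi were chosen only after the results were seen.

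The gene lists were compared with those from other splits of the same libraries. At 72 hpi, 1 of the 4 splits that part all same-numbered pairs, the real one, gave as many genes with an edgeR FDR under 0.05, and 1 of the 4 gave as many genes past the 2-fold threshold. The 9 other splits, of which 6 part 1 pair, gave no gene with an FDR under 0.05, 223 to 1691 genes with an unadjusted p under 0.05 and 15 to 79 genes past the 2-fold threshold. At 96 hpi, the real split was again 1 of 4 under both thresholds, and the others gave no gene with an FDR under 0.05, 626 to 1468 with an unadjusted p under 0.05 and 18 to 47 past the 2-fold threshold. With 10 splits in all, no share under 0.05 is possible, so a grouping by chance cannot be ruled out by this test alone.

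The overlaps between the time points were tested over 32 relabellings of mock and inoculated libraries. A relabelling and its exchange of mock and inoculated at both time points were counted as one. The number of genes that rose at both time points past the 2-fold threshold was reached in 1 of the 32, the real one, as was the number that fell at both (1 of 32). The 882 genes that rose with an unadjusted p under 0.05 at both were also reached in 1 of 32. The exchange at both time points turns genes that fell into genes that rose, and gave 1267 genes by this count, with 19 that rose and 30 that fell at both past the 2-fold threshold. Counted separately, this exchange thus also reached the 882 and the number that fell at both. These directed counts therefore set the real split apart from other splits, but not from its own exchange. Apart from relabellings that exchange mock and inoculated libraries at a whole time point, the next number of genes that rose with an unadjusted p under 0.05 at both was 212.

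Genes that passed the 2-fold threshold in opposite directions numbered 13. One hypothesis was that they are low-count genes. Their median count was 28.2, against 25 for the 49 genes with the same direction, and 6 of the 13 were left with at least 10 counts in every library, against 14 of the 49. Another was that unrelated lists overlap by chance, but their number was 4.67 times that expected from the sizes of the lists. With an FDR under 0.05 and no minimum fold change, it was not above chance, with 134 genes that rose and then fell (130.1 expected) and 125 that did the reverse (145.1 expected). Of the 32 relabellings, 2 gave as many genes, the second being the exchange of mock and inoculated at one whole time point, which turns the 49 genes with the same direction into opposite ones by construction, and the next gave 8. A reversal of the response remains a hypothesis.

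Across 38013 genes, the response to inoculation at 72 hpi and the change of mock roots from 72 to 96 hpi had a Pearson correlation of 0.515, where genes are not independent replicates. Both contain the mock libraries of 72 hpi. With separate mock libraries in each contrast, the correlation was 0.398, 0.400 and 0.408. An earlier progression of inoculated roots might produce it. A property common to the 3 mock libraries of 72 hpi would produce it too, and cannot be told apart from it. Counts on ENSRNA identifiers made up 14.0 and 12.1% in inoculated replicates 1 and 2 of 72 hpi, and 8.86% in replicate 3. The shares were 8.07 to 8.95% in mock libraries of 72 hpi and 15.8 to 17.3% at 96 hpi. Whether such a difference in library composition contributes to the correlation was not tested.

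The share of unmapped reads was higher in inoculated libraries at both time points. Inoculated libraries also had fewer reads on average at both of the 2 time points, with a difference from mock of -3984613 reads at 72 hpi and -1480435 at 96 hpi. If fewer reads raised the share, the library with fewer reads would have the higher share within conditions, but in 8 of the 12 pairs of libraries of the same condition it was the library with more reads. At 96 hpi, inoculated replicates 1 and 3 had more reads than mock replicate 1 and higher shares (24.01 and 22.06% against 17.82%), so fewer reads do not account for the difference there. At 72 hpi, every inoculated library had fewer reads than every mock library, and the difference cannot be told apart from depth. Reads from the inoculum, which could also raise the share, were not tested. The unmapped reads themselves were not analysed here.

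The mock libraries of 72 hpi differed by little more than counting error, with a chi-square per gene of at most 1.38, against 2.65 or more in every other condition. A common pool of RNA behind the 3 libraries might give such values, and so might very uniform roots. The files cannot tell these apart, and if the pool were shared, the FDR values at 72 hpi would overstate the evidence.

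Counts on ENSRNA identifiers made up 8.07 to 8.95% of the gene counts in mock libraries at 72 hpi and 15.8 to 17.3% in all libraries at 96 hpi. In inoculated libraries at 72 hpi, the shares were 14.0, 12.1 and 8.86% for replicates 1, 2 and 3. On the second principal component of log2 CPM, which held 15.5% of the variance, these replicates lay at 66.2, 33.1 and 8.06, in the same order, and the mock libraries of 72 hpi between -26.8 and -26.3. The first component, with 45.6% of the variance, separated the time points.

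Besides the gibberellin genes, the paper followed Glyma.17G103500 and Glyma.12G197300 with promoter-GUS. Glyma.17G103500 had a log2 fold change of 1.496 (SE 0.42, edgeR FDR = 0.0503) at 72 hpi and 1.17 (SE 0.23, edgeR FDR = 0.000609) at 96 hpi. Glyma.12G197300 had 2, 8 and 1 counts in mock and 10, 7 and 5 in inoculated libraries at 72 hpi (log2 fold change 1.34, SE 0.61, edgeR FDR = 0.199), and a log2 fold change of 1.33 (SE 0.38, edgeR FDR = 0.0178) at 96 hpi. Neither response was shown to differ between the time points (edgeR FDR of the difference 0.755 and 0.99). The edgeR FDR of Glyma.12G197300 at 96 hpi reached 0.141 with 1 library left out in turn.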
